# *Dbx1* Is a Direct Target of SOX3 in the Spinal Cord

**DOI:** 10.1371/journal.pone.0095356

**Published:** 2014-04-21

**Authors:** Nicholas Rogers, Dale McAninch, Paul Thomas

## Abstract

SoxB1 sub-family of transcriptional regulators are expressed in progenitor (NP) cells throughout the neuroaxis and are generally downregulated during neuronal differentiation. Gain- and loss-of-function studies indicate that *Sox1*, *Sox2* and *Sox3* are key regulators of NP differentiation and that their roles in CNS development are largely redundant. Nevertheless, mutation of each SoxB1 individually results in a different array of CNS defects, raising the possibility that SoxB1 proteins have subtly different functions in NP cells. To explore the mechanism of SOXB1 functional redundancy, and to identify genes that are most sensitive to loss of the *Sox3* gene, we performed genome wide expression profiling of *Sox3* null NP cells. Nineteen genes with abnormal expression were identified, including the homeobox gene *Dbx1*. Analysis of *Sox3* null embryos revealed that *Dbx1* was significantly reduced in the neural tube and developing brain and that SOX3 bound directly to conserved elements associated with this gene in cultured NP cells and *in vivo*. These data define *Dbx1* as a direct SOX3 target gene whose expression, intriguingly, is not fully rescued by other SOXB1 transcription factors, suggesting that there are inherent differences in SOXB1 protein activity.

## Introduction

SOX3 is a member of the SOX (Sry-related HMG box) family of transcription factors, of which 20 members have been identified in mammals. *SOX* genes generally have developmentally-regulated expression and play important roles in cell specification, self-renewal and differentiation in a broad range of embryonic contexts [1]. Within the developing central nervous system (CNS), *Sox3*, and the closely related genes *Sox1* and *Sox2* (which together make up the SoxB1 subgroup), are expressed in neuroprogenitor cells throughout the neuroaxis and are down regulated upon differentiation [2], [3]. Overexpression studies in chick embryonic spinal cords and cultured murine neuroprogenitor (NP) cells indicate that SOXB1 proteins function as inhibitors of neurodifferentiation and that they have overlapping roles in this process [2], [4]. SOXB1 group functional redundancy is also supported by loss-of-function studies in mammals. *Sox3* null mice exhibit specific CNS defects within the hippocampus, corpus callosum and hypothalamus despite the widespread *Sox3* expression in NP cells throughout the developing brain [5], [6]. In addition, humans with polyalanine tract expansion mutations in *SOX3* have a relatively mild phenotype that includes infundibular hypoplasia, hypothamalic-pituitary axis dysfunction and incompletely penetrance of intellectual disability [7], [8]. CNS-specific deletion of *Sox2* or *Sox1* in mice also results in regionally-restricted defects as opposed to a general NP phenotype [9], [10], [11], [12], [13].

While these studies provide strong support for SOXB1 functional redundancy, the existence of congenital CNS defects in *Sox3*, *Sox2* and *Sox1* single gene mutant mice also indicates that there is a specific requirement for each SOXB1 factor in a (relatively small) subpopulation of NP cells. This phenomenon can be explained by at least three possibilities. Firstly, given that subtle differences in *Sox1*, *Sox2* and *Sox3* gene expression have been identified in the developing CNS [3], [14], [15], it is possible that some NP cells express only one SOXB1 gene. Deletion of the single expressing SoxB1 gene in these cells would likely cause a specific developmental defect due to the complete absence of SOXB1 activity. However, while this is an attractive hypothesis, NP cells expressing only one SOXB1 gene have not been definitively identified. Furthermore, contrary to this possibility, structures that express more than one SOXB1 gene can be defective in single gene mutants. For example, development of the infundibulum is abnormal in *Sox3* null embryos despite expression of *Sox2* in this structure [5]. A second possibility is that SOXB1 proteins can bind to and regulate the same set of target genes but that each factor has a unique preference for specific targets over others due to their inherent sequence-specific DNA binding activity. In this scenario, deletion of a single SoxB1 gene would only affect the expression of SOXB1 targets for which it has a uniquely high affinity. Consistent with this idea, recent ChIP-seq analysis has revealed extensive overlap between SOX2 and SOX3 binding sites in NP cells [4]. A third possibility is that the SOXB1 proteins are functionally identical and that changes in the dosage of SOXB1 protein, as a whole, in an NP cell will alter the expression of some target genes. A prediction of this hypothesis is that mutation of individual SoxB1 genes would result in near identical or at least similar phenotypes. However, on the contrary, the phenotypes of single gene mutations are quite distinct and have few overlapping features.

To explore the mechanism of SOXB1 functional redundancy, and to identify genes that are most sensitive to loss of the *Sox3* gene, we performed genome wide expression profiling of *Sox3* null NP cells. Nineteen genes with abnormal/delayed expression were identified that included the homeobox gene *Dbx1*. *In vivo* analysis of *Sox3* null embryos revealed that *Dbx1* was significantly reduced in the neural tube and developing brain and that SOX3 bound directly to conserved elements associated with this gene in cultured NP cells and *in vivo*. These data define *Dbx1* as a direct SOX3 target gene whose expression, intriguingly, is not fully rescued by other SOXB1 transcription factors, suggesting that there are inherent differences in SOXB1 protein activity.

## Methods

### ES Cell Generation

*Sox3* null embryonic stem cells were previously targeted as described in (Hughes et al 2013). *Sox3* null mice have been published previously [5].

### ES Cell Culture and Neurodifferentiation

R1 ES cells were maintained on irradiated MEFs in standard conditions and neurodifferentiated as monolayers using N2B27 as previously described [16].

### Microarray and qRT-PCR

RNA from differentiated cells was extracted using a RNeasy mini kit (Qiagen) and cDNA generated using a High Capacity RNA-to-cDNA kit (ABI). Expression profiling was performed on four wild type and four *Sox3* null Day 4 samples using Affymetrix GeneChip Mouse Gene 1.0 ST Arrays (full dataset available at Gene Expression Omnibus: GSE53760). 2 way-ANOVA, using batch as a factor, was used to identify the significantly regulated genes. qRT-PCR validation was performed previously described [17].

### Immunohistochemistry

IHC was performed as described previously [3].

### Chromatin Immunoprecipitation (Chip)

In vitro ChIP was performed as per [4] using 5 ug of SOX3 or IgG antibodies, with Dynabeads blocked over night with 200 ug BSA, 200 ug yeast tRNA and 200 ug glycogen. In vivo ChIP was performed with wild type 10.5 dpc embryonic heads, disassociated with scalpel blades and fixed for 10 minutes using the above protocol. ChIP samples were analysed by qPCR (StepOne Plus, Applied Biosystems) using Fast SYBR (Life Technologies). Signals were considered positive when 2∧-[Ct_sample_ (non-enriched region) - Ct_sample_ (peak region)] was >2 following normalisation to Ct_IgG_ and Ct_Input_ of the corresponding qPCR run.

### Ethics Statement

Animal experiments were approved by the University of Adelaide Animal Ethics Committee (project number: S-2012-242). All studies were conducted in accordance with the principles of animal replacement and reduction and experimental refinement.

## Results

### Sox3 Expression during In vitro Neural Progenitor Differentiation

To begin to identify SOX3 target genes in NP cells, we utilised the N2B27 culture system, which has previously been shown to generate NP cells from ESC with high efficiency [16]. To characterise *Sox3* expression during N2B27 neuroinduction, we performed qRT-PCR (Fig. 1A) and immunohistochemistry analysis (Fig. 1B;[3]). At the mRNA level, *Sox3* expression was virtually undetectable in ESC (Day 0). *Sox3* expression was upregulated by Day 2, and increased further at Day 4 and Day 6. Consistent with these data, weak expression of SOX3 protein was evident in Day 2 cultures. By Day 4, robust expression of SOX3 was detected in most cells. At Day 6, robust expression of SOX3 could still be detected in most cells, although some cells (particularly those at the periphery of colonies) had begun to downregulate SOX3.

**Figure 1:**
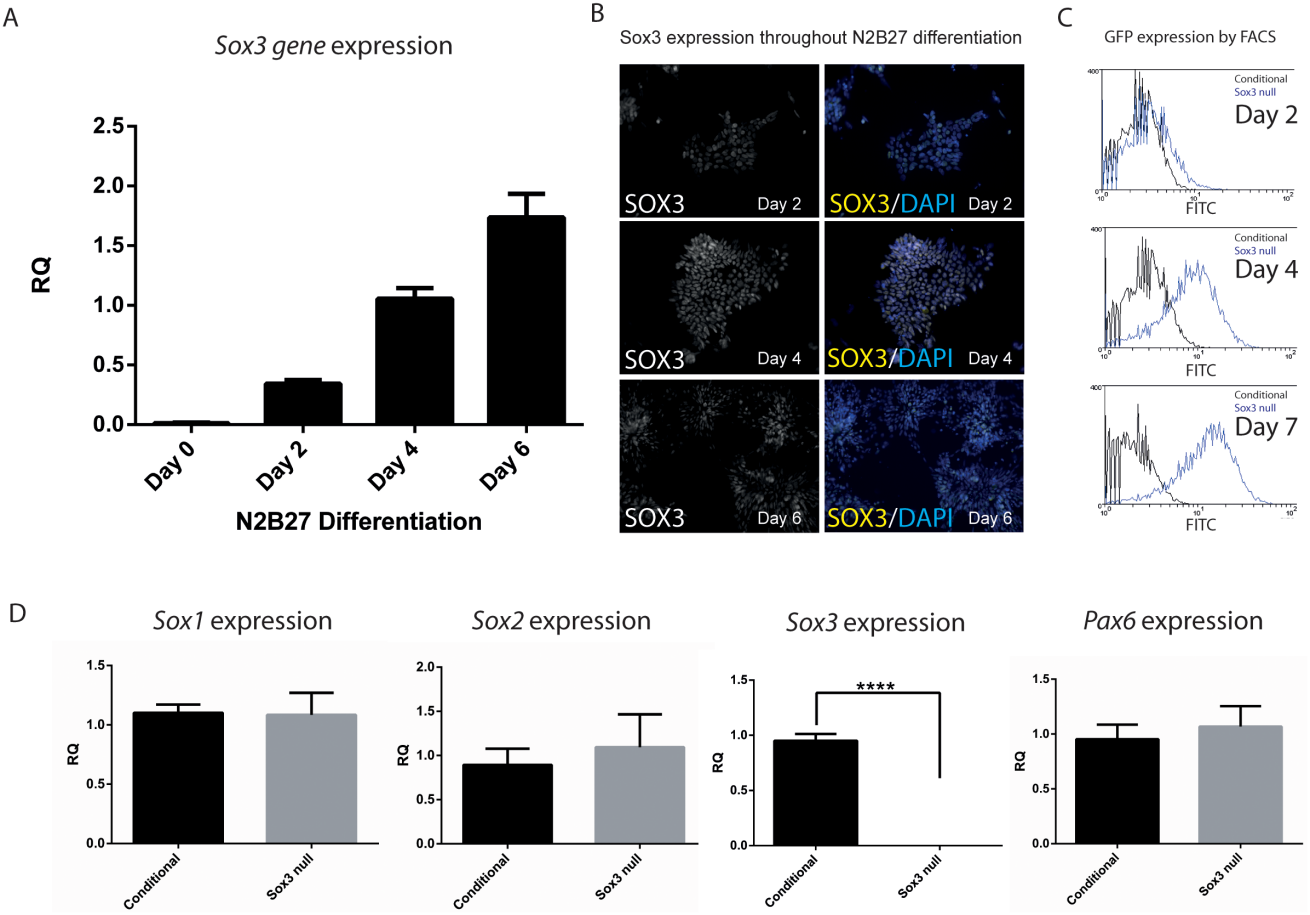
Sox3 expression in neural progenitor differentiation. A: Time course of *Sox3* gene expression levels by qRT-PCR throughout N2B27 differentiation (normalised to day 4 *Sox3* expression, n = 3). B: IHC of SOX3 showing expression at days 2, 4 and 6 of neuronal differentiation. C: GFP expressing cells sorted by FACS within *Sox3* null N2B27 differentiated ES cells at days 2, 4 and 7. D: qRT-PCR of *Sox1, Sox2, Sox2 and Pax6* expression at day 4 of N2B27 differentiation (n≥4). RQ: relative quantification normalised to β-actin.

To investigate the impact of *Sox3* deletion on NP differentiation, we performed N2B27 neuroinduction using our previously-generated *Sox3* null ES cells that contain a GFP reporter knock-in allele [17]. FACS analysis of Day 4 NP cultures revealed that the majority (over 60%) of cells were GFP+, which is comparable to the proportion of cells that are SOX3+ in the WT NP cultures (Figure 1B,C). To determine whether the loss of *Sox3* has a major impact on induction of neural progenitors, expression of neural progenitor markers (including other *SoxB1* genes) was analysed by qRT-PCR. No significant difference in *Sox1, Sox2* or *Pax6* expression was detected in samples utilized for microarray analysis, at Day 4 (Fig. 1D). 

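On the arrays of the same cultures, *Sox1*, *Sox2* and *Pax6*, transcription factors of neural progenitors, were measured in both genotypes. *Sox2* had a log2 signal of 12.6 ± 0.049 (SD, n = 4) in *Sox3* null cells and 12.4 ± 0.064 (SD, n = 4) in control cells. This is a log2 fold change of 0.21 with a 95% interval of 0.10 to 0.32, which missed the threshold over all genes (adjusted p = 0.0826 from limma). *Pax6* had a log2 fold change of 0.12 (95% interval 0.02 to 0.23, adjusted p = 0.279), and *Sox1* had 0.11 (95% interval -0.09 to 0.32, adjusted p = 0.673), with 0.01 without control replicate 3 and 0.19 without control replicate 4. For *Sox2* and *Pax6*, both null arrays lay above both control arrays within each batch. When adjusted over the list alone, here these 3 genes, the p was 0.00559 for *Sox2*, 0.0344 for *Pax6* and 0.236 for *Sox1*. The intervals of all 3 genes exclude a change of 1.4-fold in either direction. *Actb*, the qRT-PCR reference, had a log2 fold change of -0.01 (95% interval -0.11 to 0.09), and its sign turned in batch 1 alone, without *Sox3* null replicate 4 and when the arrays were quantile normalized again. *Sox2* passed with an intensity trend in the variance (adjusted p = 0.0189) and when transcript clusters below the median signal were left out (adjusted p = 0.0469), and its adjusted p ran from 0.0189 to 0.716 over all alternatives.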

No change in expression of the other SoxB1 subgroup members was also observed on Day 6 (data not shown). As expected, *Sox3* expression was not detected in the mutant samples (Fig. 1E). Together these data indicate that *Sox3* is rapidly upregulated during N2B27 neurodifferentiation and that loss of *Sox3* does not overtly affect NP induction across this timeframe, probably due to functional redundancy with other SOXB1 proteins.

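Of 15 neural progenitor markers, listed before the data were examined, 3 rose in *Sox3* null cells, none fell and 12 did not pass the test, and 14 of the 15 had a log2 fold change above 0. *Sox9*, a SoxE factor of neural stem cells, rose with a log2 fold change of 0.51 (standard error 0.07, adjusted p = 0.00325 from limma). *Nes*, which encodes the intermediate filament nestin, rose by 0.49 (standard error 0.08) and *Zic1*, a zinc finger factor of the neural plate, by 0.36 (standard error 0.06). When adjusted over the list alone, 9 were higher and 1, *Lhx2*, was lower. Of 17 measured neuronal differentiation genes, 4 rose and none fell (9 higher when adjusted over the list alone). These were the Notch ligand *Dll1* (0.31), the microtubule protein gene *Map2* (0.47) and the proneural factors *Nhlh1* (0.55) and *Neurod4* (0.32). Of 15 pluripotency genes, *Nanog* fell, with a log2 fold change of -0.37 (adjusted p = 0.0464), and 14 did not pass (3 lower when adjusted over the list alone). *Pou5f1* had -0.27 (adjusted p = 0.259). None of 14 measured mesoderm and endoderm genes passed, and 12 of them lay below 0. Most of these genes were dim, with 3 of the 14 above the median signal in control cells. The same held for 15 of the 15 progenitor markers, 16 of the 17 neuronal genes and 11 of the 15 pluripotency genes, so the lists differ in signal. The median log2 fold change was 0.14 for the progenitor markers, 0.20 for the neuronal genes, -0.10 for the pluripotency genes and -0.13 for the mesoderm and endoderm genes. With limma's camera at a preset correlation of 0.01, the progenitor and neuronal lists were higher (adjusted p = 1.53e-08 and 8.74e-06) and the pluripotency and germ layer lists lower (0.00463 and 0.00507). With an estimated correlation the progenitor list still passed (adjusted p = 0.0212), and the other 3 did not (adjusted p = 0.280 each). None of 14 cell cycle genes passed, and their median was 0.00 (camera adjusted p = 0.70). Of the 8 fits that left out 1 array, *Nanog* had an adjusted p above 0.05 in 7 (up to 0.151), *Neurod4* in 6 (up to 0.165), *Nhlh1* in 4 (up to 0.102), and *Map2* and *Zic1* in 2 each (up to 0.0555 and 0.055). *Dll1* missed the threshold without control replicate 1 (adjusted p = 0.0503), and in batch 2 alone the pluripotency and germ layer lists did not pass (0.257 and 0.147). The median of the germ layer list was -0.06 without *Sox3* null replicate 1.

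**Figure D1:**
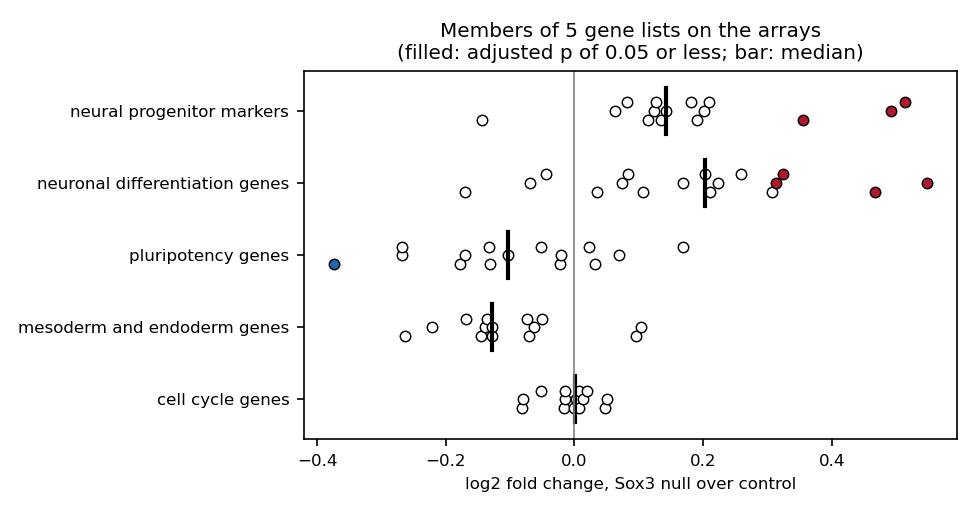
Log2 fold change of *Sox3* null over control for each measured member of 5 gene lists (horizontal axis), from 4 arrays of each genotype. Each circle is a gene, filled where its adjusted p was 0.05 or less, and the bar is the median of the list, 0.14 for the neural progenitor markers and -0.10 for the pluripotency genes.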

### Identification of SOX3 Target Genes

To identify putative SOX3 target genes, we compared the global gene expression profile of Day 4 NP cell cultures derived from *Sox3* null cells and a control cell line containing a conditional *Sox3* allele [17]. 

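Gene expression was measured in 8 cultures of neural progenitors at Day 4 of differentiation in N2B27, a serum-free medium in which mouse ES cells adopt a neural fate. *Sox3* null cells, in which GFP replaces the single *Sox3* exon, and the control line gave 4 cultures each, with 2 cultures of each line in each of 2 differentiation batches. The methods call the control cells wild type. Each culture was hybridised to its own Affymetrix mouse gene array, on which probes along a whole transcript are summarised into a single value per transcript cluster. The deposited values are log2 signals that the authors had normalized and summarised before deposit, by a method that is not given in the sources used here. The array medians lay between 7.63 and 7.70. Of the 35556 rows, 21789 carried 1 gene symbol, 1621 carried several symbols and 12146 were unnamed here. The 23410 named rows were fitted with limma for the effect of genotype, with batch as a further term. A transcript cluster was called when its Benjamini-Hochberg adjusted p was 0.05 or less and its fold change was 1.4 or more, the thresholds of the paper. limma shares the variance between genes, whereas the analysis in the methods is not stated to do so, and this choice changes how many genes pass. The number of arrays limits the precision, and the median residual SD of a transcript cluster was 0.087 on the log2 scale. Because the genotypes are carried by different ES cell lines, an effect of *Sox3* and any other difference between the lines enter the same comparison.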

Microarray analysis was performed in quadruplicate using 4 biological replicates from two independent experiments. 

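Among the genes that rose in *Sox3* null cells, *Cp*, which encodes the plasma copper carrier ceruloplasmin, had a log2 fold change of 0.85 in batch 1 and 1.23 in batch 2. *Fgfr3*, an FGF receptor, had 0.52 and 0.71 in the same batches, and *Ddr2*, a collagen receptor, had 0.82 and 0.80. *Tmem163* was lower by a log2 fold change of -0.59 in batch 1 and -0.50 in batch 2. Each batch holds 2 arrays of either genotype. Of the 101 transcript clusters called over both batches, 101 had both null arrays on one side of both control arrays in each batch. They were called on these same arrays with a batch term, so this separation is not independent evidence. A difference of the genotype effect between batches was detected by limma, at an adjusted p of 0.05, for none of the 23410 transcript clusters. The smallest adjusted p from limma was 0.862. The 715 with an unadjusted p under 0.05 were a smaller share of all than the 0.05 that chance alone gives on average. The level of many genes differed between the batches. The first principal component held 48.8% of the variance and separated the batches, and the next held 18.1% and separated the genotypes. Across genes, which are not independent replicates, arrays of the same genotype and batch had a median Pearson correlation of 0.9981, against 0.9956 for the same genotype in different batches. No 2 arrays held identical values.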

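Between *Sox3* null and control cultures, 101 transcript clusters passed both thresholds, 0.431% of the 23410 tested. They comprise 94 named genes, of which *Naaladl2* has 2 called clusters, and 6 clusters that carry several symbols. All 19 genes of Table 1 had an adjusted p of 0.05 or less, between 3.83e-05 and 0.00377 from limma, and 16 of the 19 also reached the fold threshold. *Cspg5*, a brain proteoglycan gene, had a fold change of 1.34, *Ctgf*, a matricellular growth factor gene, had 1.34, and *1200009O22Rik*, now named *Tril*, had 1.35. These 19 genes were chosen by the study on the same arrays, so their passing is not independent evidence. At any fold change, 362 transcript clusters had an adjusted p of 0.05 or less. The number called was 29 without the batch term, 58 with batch as a random block and 62 over all rows of the table. It was 22 in a plain linear model with genotype and batch that shares no variance between genes.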

A total of 19 genes had significantly (p≤0.05) altered expression with a fold change of 1.4 or more, as determined by batch corrected two-way ANOVA analysis (Table 1). 

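Of the 101 called transcript clusters, 75 were higher in *Sox3* null cells and 26 were lower. The genes of Table 1 divided into 15 that were higher and 4 that were lower. *Slit1*, which encodes a secreted axon guidance cue, rose 1.64-fold (log2 fold change 0.72, standard error 0.06, adjusted p = 4.59e-04 from limma). *Nexn*, an actin filament protein gene, rose 1.65-fold, and *Efnb3*, a transmembrane ephrin gene, rose 1.40-fold. *Gpr56*, an adhesion receptor gene now named *Adgrg1*, rose 1.52-fold and *Fam174b* rose 1.48-fold. *Ednrb*, an endothelin receptor gene, and *Flrt2*, an adhesion protein gene, both rose 1.42-fold, while *Tagln3* rose 1.44-fold and *Slc44a5* 1.43-fold. The rises of the 15 genes ran from 1.34-fold to 2.05-fold with a median of 1.44-fold. The 4 falls ran from 1.46-fold for *Tmem163* to 2.48-fold for *Sox3* itself. For all 19 genes, which the study chose on these arrays, both null arrays lay on one side of both control arrays in either batch.

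**Figure D2:**
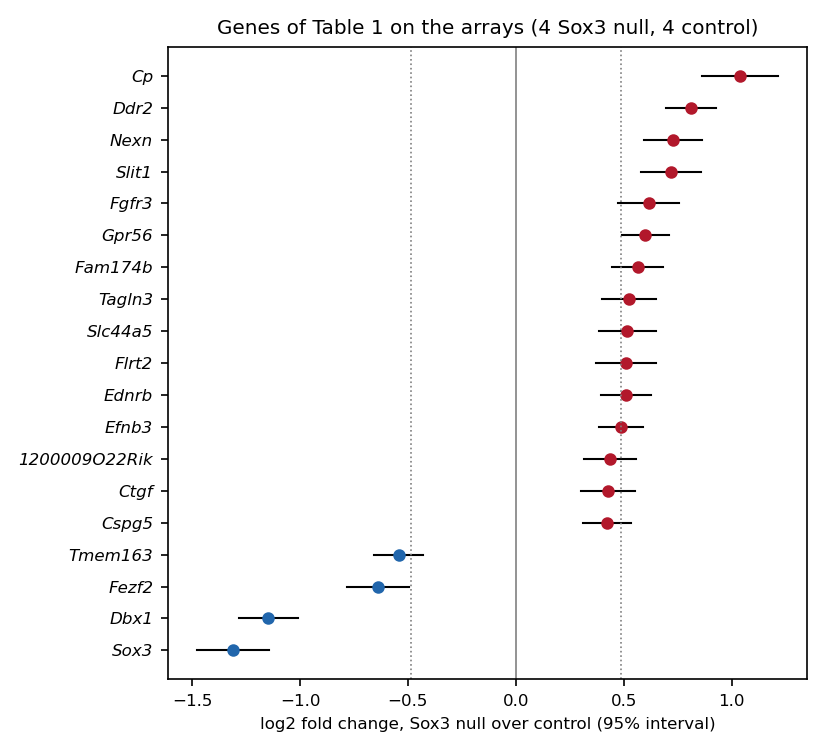
Log2 fold change of *Sox3* null over control (horizontal axis) for the 19 genes of Table 1, from 4 arrays of each genotype. Points are limma's estimates, lines their 95% intervals, and dotted lines mark a fold change of 1.4. *Cspg5*, *Ctgf* and *1200009O22Rik* lie inside the dotted lines and the other 16 outside.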

Fifteen and 4 genes were upregulated and downregulated, respectively. *Sox3* provided an internal control for this experiment and, as expected, this gene was significantly downregulated in the *Sox3* null samples. 

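*Sox3* had a log2 signal of 8.50 ± 0.143 (SD, n = 4) in *Sox3* null cells and 9.81 ± 0.0852 (SD, n = 4) in control cells. The 4 null arrays read 8.39, 8.56, 8.67 and 8.37, and the 4 control arrays 9.92, 9.84, 9.73 and 9.76, so that no array lay between the groups. The log2 fold change was -1.31 (standard error 0.08, adjusted p = 3.87e-05 from limma), with -1.40 in batch 1 and -1.22 in batch 2. Which part of the transcript the probes cover, and how much of the signal left in the null arrays is background, were not analysed here. *Sox3* lies on chromosome X. Of the 20 nearest measured genes on either side of it, 10 each way in the gene order of GRCm38.p6, none passed an adjusted p of 0.05 in limma. Their median log2 fold change was 0.01, with a range from -0.12 to 0.17, and 2 had an unadjusted p under 0.05. *Cdr1os*, beside *Sox3*, had a log2 fold change of 0.12 (adjusted p = 0.289) and passed only in a plain linear model that shares no variance between genes (adjusted p = 0.0296).

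**Figure D3:**
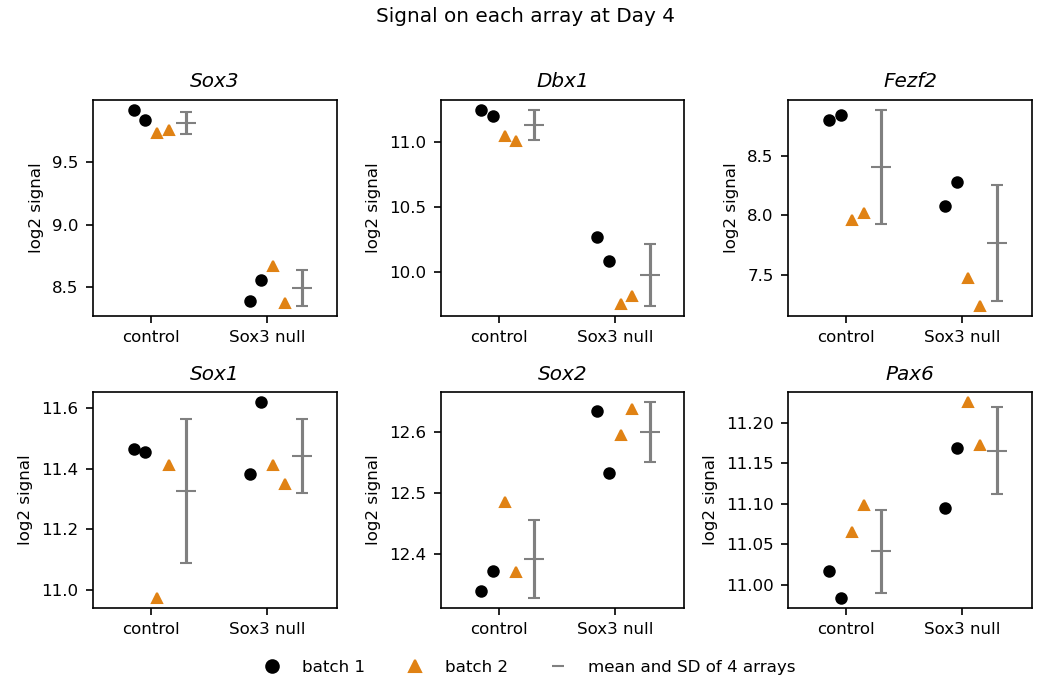
Log2 signal (vertical axis) of *Sox3*, *Dbx1*, *Fezf2*, *Sox1*, *Sox2* and *Pax6* on each of the 8 arrays. Circles are batch 1, triangles batch 2, and grey marks give the mean and SD of 4 arrays. *Sox3* reads at most 8.67 on the null arrays and at least 9.73 on the control arrays.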

Further validation of a subset of the misregulated genes was conducted using qRT-PCR on independent biological samples. *Dbx1 (p = 0.049)* and *Fezf2 (p = 0.0228)* showed significant down regulation in mutant cells (Fig. 2A). Significantly elevated expression of *Efnb3 (p = 0.0229), Cspg5 (p = 0.0251), Fam174b (p = 0.0065), Ddr2 (p = 0.0386)* and *Slit1 (p = 0.0456)* was also confirmed in the independent samples. These data identifies a number of potential SOX3 targets in cultured NP cells.

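Outside Table 1, 85 transcript clusters passed both thresholds, 63 of them higher and 22 lower in *Sox3* null cells. Of these 22, 10 were non-coding RNAs of a single imprinted region, *Dlk1-Dio3*. They include *Mir127* and the transcript cluster shared by *Mirg* and *Mir410*, so these falls are not separate loci. Among transcript clusters with 1 symbol, the largest rises with the null arrays apart from the controls in both batches were those of *Naaladl2*, *Pantr1*, *Tfap2b*, *Rgs2* and *Tspan18*. *Pantr1*, a long non-coding RNA beside the POU factor gene *Pou3f3*, had a log2 fold change of 0.80 (standard error 0.06, adjusted p = 1.93e-04 from limma). *Tfap2b*, a transcription factor of the neural crest, had 0.71 (standard error 0.11) and *Rgs2*, a regulator of G-protein signalling, had 0.70 (standard error 0.07). *Tspan18*, a tetraspanin gene, had 0.69 (standard error 0.08). *Naaladl2* had 0.89 at its brightest transcript cluster and 0.58, -0.10 and 0.09 at its others. The largest falls were those of *Vgll3*, a cofactor of TEAD factors (-0.93, standard error 0.09), and *Wnt8a*, which encodes a Wnt ligand (-0.90, standard error 0.10). They were followed by the microRNA genes *Mir302d* (-0.79, standard error 0.17) and *Mir127* (-0.70, standard error 0.08), with the glutathione transferase gene *Gstm6* (-0.71, standard error 0.06) between them. A transcript cluster shared by *Mirg* and *Mir410*, outside this ranking, had -0.78 (standard error 0.06, adjusted p = 2.49e-04). *Mir302d* belongs to a microRNA cluster of pluripotent cells and had an adjusted p above 0.05 in 6 of the 8 fits that left out 1 array (up to 0.152). *Wnt8a* was lower by -1.12 in batch 1 and -0.68 in batch 2, and *Mir302d* by -1.21 and -0.36. From the genes of Table 1 and qRT-PCR measurements of a subset of them in independent samples, the paper concludes that potential SOX3 targets were identified in cultured neural progenitors. Table 1 marks *Tmem163*, *Slc44a5*, *Cp* and *Ednrb* as not reproduced in independent samples, and for some other genes, such as *Tagln3*, it has no entry.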

**Figure 2:**
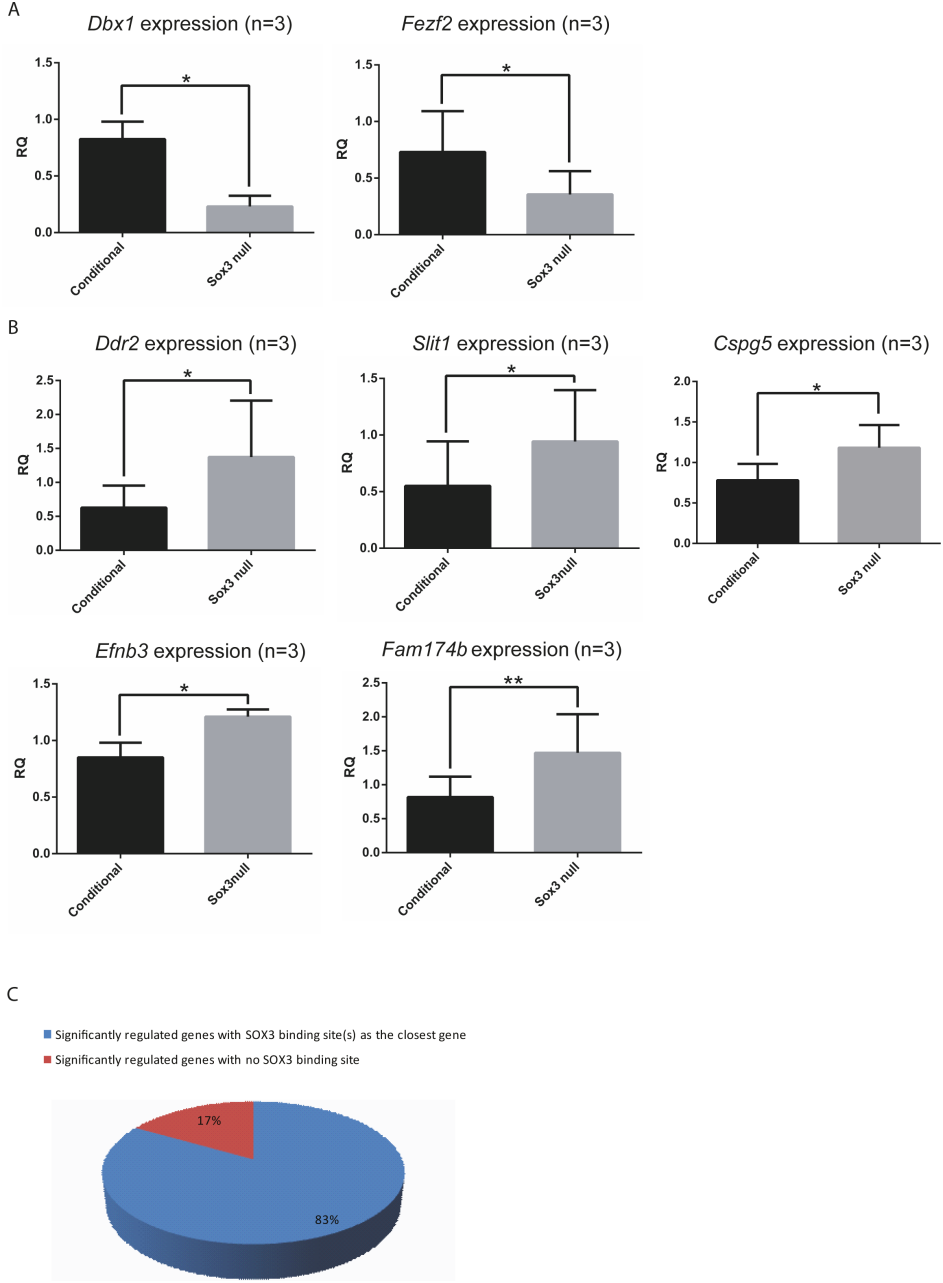
Validation of putative Sox3 targets. A: qRT-PCR validation of gene expression levels of down regulated genes, *Dbx1* and *Fezf2* (n = 3). B: qRT-PCR validation of gene expression levels of up regulated genes *Ddr2*, *Slit1*, *Cspg5, Efnb3* and *Fam174b* (n = 3). C: Percentage of significantly regulated genes with SOX3 binding sites, as closest gene. RQ: relative quantification normalised to β-actin.

**Table 1:** Table of significantly regulated genes with a fold change equal to or greater than 1.4 in Day 4 N2B27 differentiated ES cells.

Gene Symbol	RefSeq	stepup p-value	Fold-Change	Fold-Change (Description)	Independently Validated
Sox3	NM_009237	0.01	−4.10	KO down vs WT	Yes
Cspg5	NM_001166273	0.02	1.49	KO up vs WT	Yes
Ddr2	NM_022563	0.02	1.83	KO up vs WT	Yes
Slit1	NM_015748	0.04	1.87	KO up vs WT	Yes
Tagln3	NM_019754	0.04	1.54	KO up vs WT	
1200009O22Rik	NM_025817	0.04	1.41	KO up vs WT	
Tmem163	NM_028135	0.04	−1.45	KO down vs WT	No
Slc44a5	NM_001081263	0.05	1.44	KO up vs WT	No
Fezf2	NM_080433	0.05	−1.61	KO down vs WT	Yes
Fam174b	NM_001162532	0.05	1.64	KO up vs WT	Yes
Fgfr3	NM_008010	0.05	1.65	KO up vs WT	
Flrt2	NM_201518	0.05	1.46	KO up vs WT	
Dbx1	NM_001005232	0.05	−2.35	KO down vs WT	Yes
Gpr56	NM_018882	0.05	1.56	KO up vs WT	
Efnb3	NM_007911	0.05	1.59	KO up vs WT	Yes
Nexn	NM_199465	0.05	1.72	KO up vs WT	
Ctgf	NM_010217	0.05	1.45	KO up vs WT	
Cp	NM_001042611	0.05	2.04	KO up vs WT	No
Ednrb	NM_007904	0.05	1.53	KO up vs WT	No

### Correlation between SOX3 Binding Sites and *Sox3* Targets

Differentially expressed genes in *Sox3* null NPs potentially represent genes that are direct SOX3 targets. To investigate this possibility, we examined the differentially expressed genes for SOX3 binding sites using a previously published SOX3 ChIP-seq data set generated using a comparable NP differentiation system [4]. A significant enrichment of SOX3 binding sites was present in genes with altered expression in *Sox3* null NP cells. Over 83% of the differentially expressed genes (Table 1) have at proximal (closest gene) SOX3 binding site (Fig. 2C). In contrast, SOX3 binding sites were detected in only 25% of 20 randomly selected genes that do not display altered expression in *Sox3* null NPs. The enrichment of SOX3 binding sites near genes with significantly altered expression genes suggests that many of these genes are direct targets of SOX3.

### In vivo Validation of SOX3 Targets

Next, we investigated whether the differentially-expressed NP culture genes were affected by the loss of *Sox3* in vivo. This analysis was performed using 9.5 dpc embryos (somite stages 12–15) as embryos at this stage of development have an abundance of NP cells and a paucity of differentiating neurons. In addition, like Day 4 NP cell cultures, *Sox1* and *Sox2* expression in not significantly altered in *Sox3* null embryos at this stage (Fig. 3C). qRT-PCR analysis of *Slit1* and *Fezf2* showed no significant difference in expression between WT and *Sox3* null embryos at this developmental time point (Fig. 3C). In contrast, *Dbx1* expression was significantly lower in *Sox3* null embryos at 9.5 dpc (Fig. 3A), consistent with its downregulation in *Sox3* null NP cells. A significant reduction in *Dbx1* expression was also evident in 10.5 dpc embryonic heads (Fig. 3).

**Figure 3:**
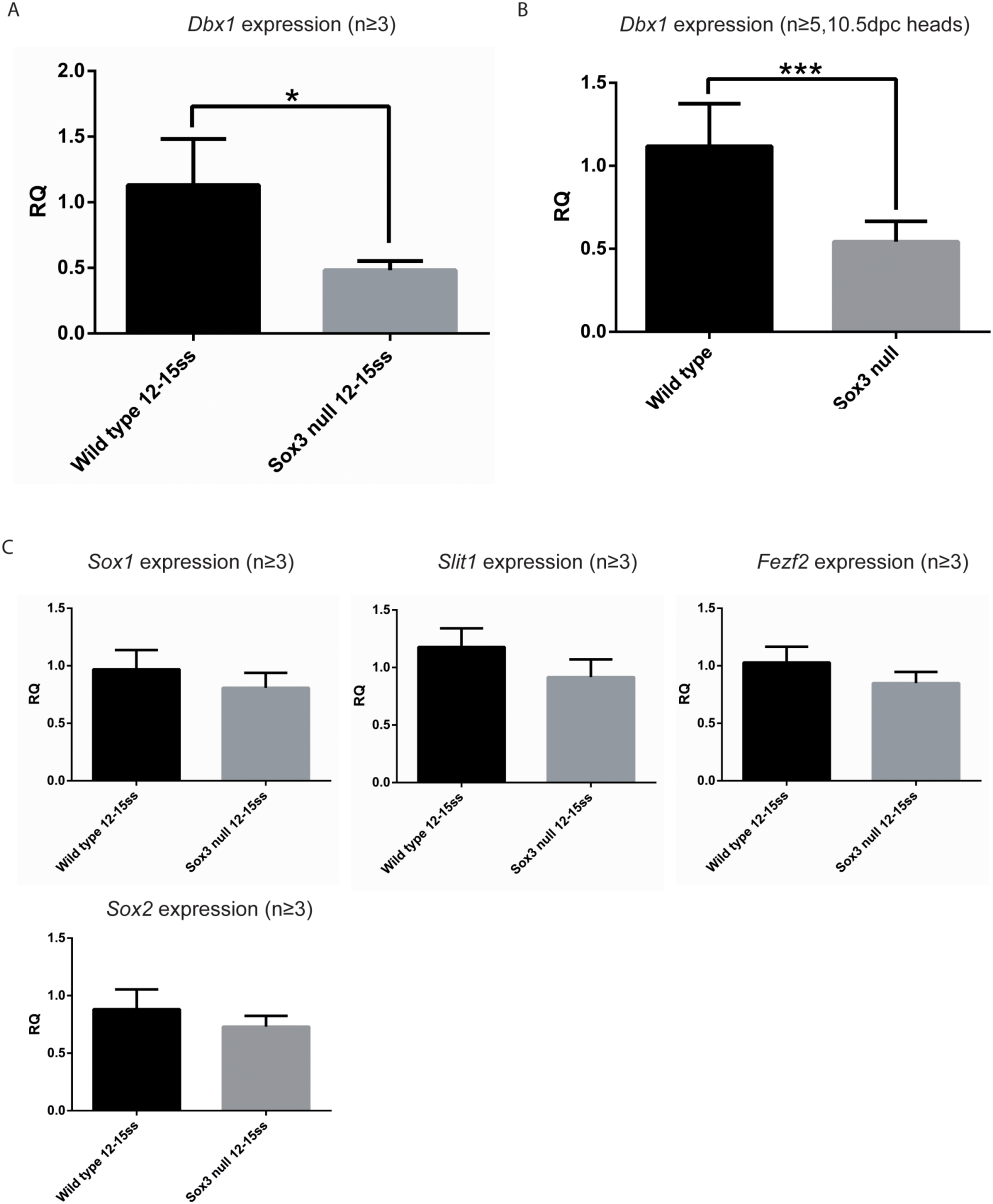
Validation of putative Sox3 targets *in vivo*. A: *Dbx1* gene expression within whole 9.5 dpc embryos. B: *Dbx1* gene expression within 10.5 dpc dissected heads. C: qRT-PCR analysis of mRNA levels of *Sox1*, *Sox2*, *Slit1* and *Fezf2* showing no significant difference. RQ: relative quantification normalised to β-actin.

To determine the impact of *Sox3* loss-of-function on DBX1 expression at the cellular level, we compared the number of DBX1+ cells in Day 4 NP cultures using immunohistochemistry (Figure 4 A). DBX1+ cells were readily identified in control cultures and were located in a subpopulation of SOX3+ cells located at the periphery of cell clusters. In contrast, the number of DBX1+ cells was significantly and dramatically reduced in SOX3 KO cultures (Figure 4B). To determine whether there is a similar reduction in DBX1+ cells in *Sox3* mutant embryos, we compared DBX1 expression in 9.5 dpc transverse sections through the trunk region. Again, a clear reduction in the number of DBX1+ cells within the spinal cord of *Sox3* null mice was evident (Fig. 4C). Together these data suggest that *Dbx1* is regulated by SOX3 *in vivo* and that other SoxB1 factors cannot fully compensate for the loss of SOX3.

**Figure 4:**
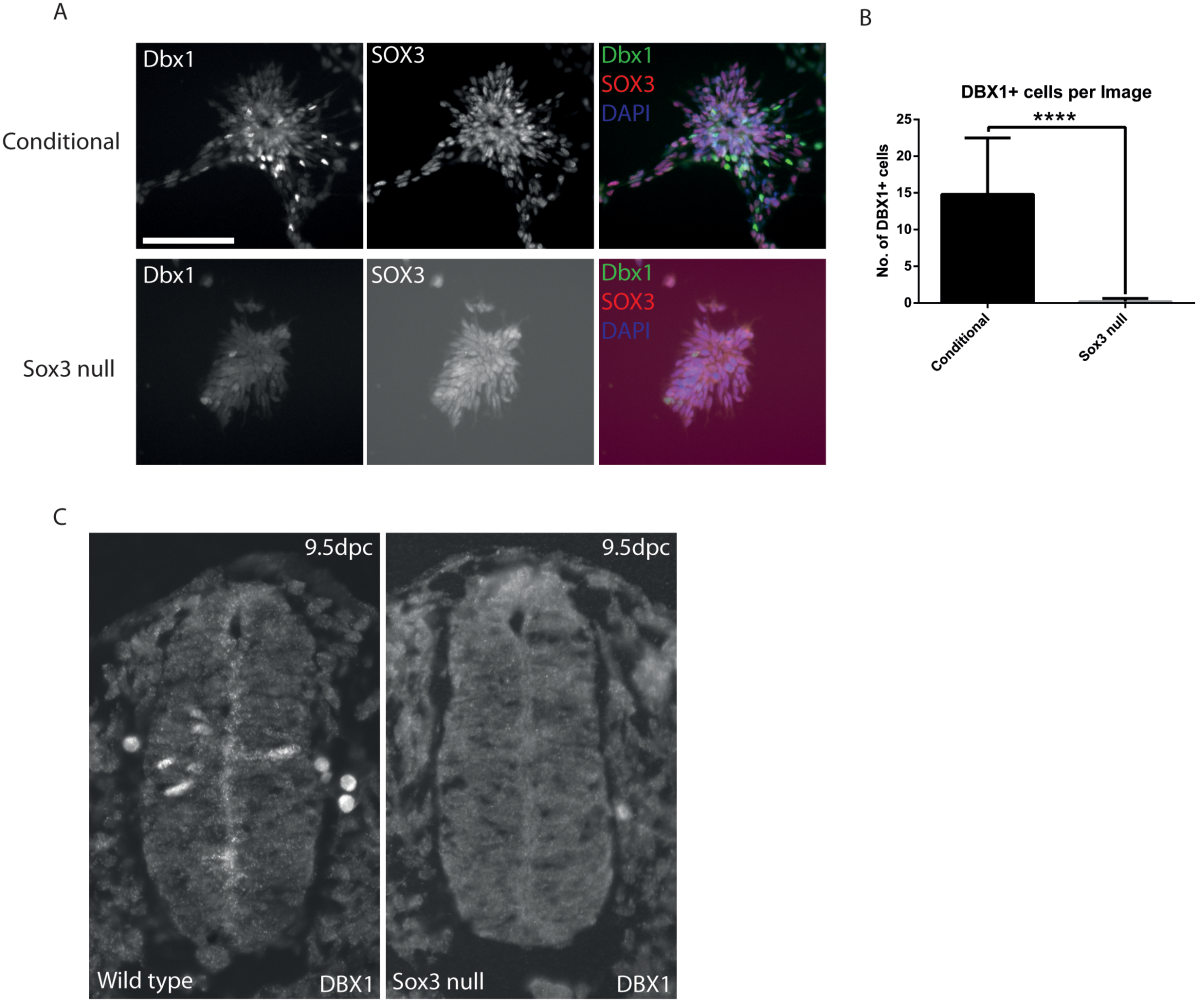
DBX1 levels within neural progenitor cells and the developing spinal cord. A: DBX1 expression at day 4 of N2B27 differentiation. B: Number of DBX1+ cells per field of view at day 4 of N2B27 differentiation. C: DBX1 expression within the developing 9.5 dpc spinal cord of wild type and *Sox3* null mice.

### SOX3 Binds to the *Dbx1* Locus In vivo

To investigate whether *Dbx1* is directly targeted by SOX3 in Day 4 NP cells, we performed ChIP-PCR on five SOX3 binding sites located in or near the *Dbx1* locus that were previously identified by ChIP-seq analysis ([4]; Fig. 5A). Significant (p≤0.05) enrichment of all five sites was detected by SOX3 ChIP-PCR, when compared to the IgG isotype control (Fig. 5B). To determine if SOX3 bound these sites *in vivo*, we analysed SOX3 binding to one of the most enriched sites (Intronic site 2) using chromatin extracted from 10.5 dpc embryonic heads. Significant enrichment (p≤0.001) of this SOX3 binding this site was observed in comparison to the IgG negative control (Fig. 5C). Together, these data indicate that *Dbx1* is a direct target of SOX3 *in vivo*.

**Figure 5:**
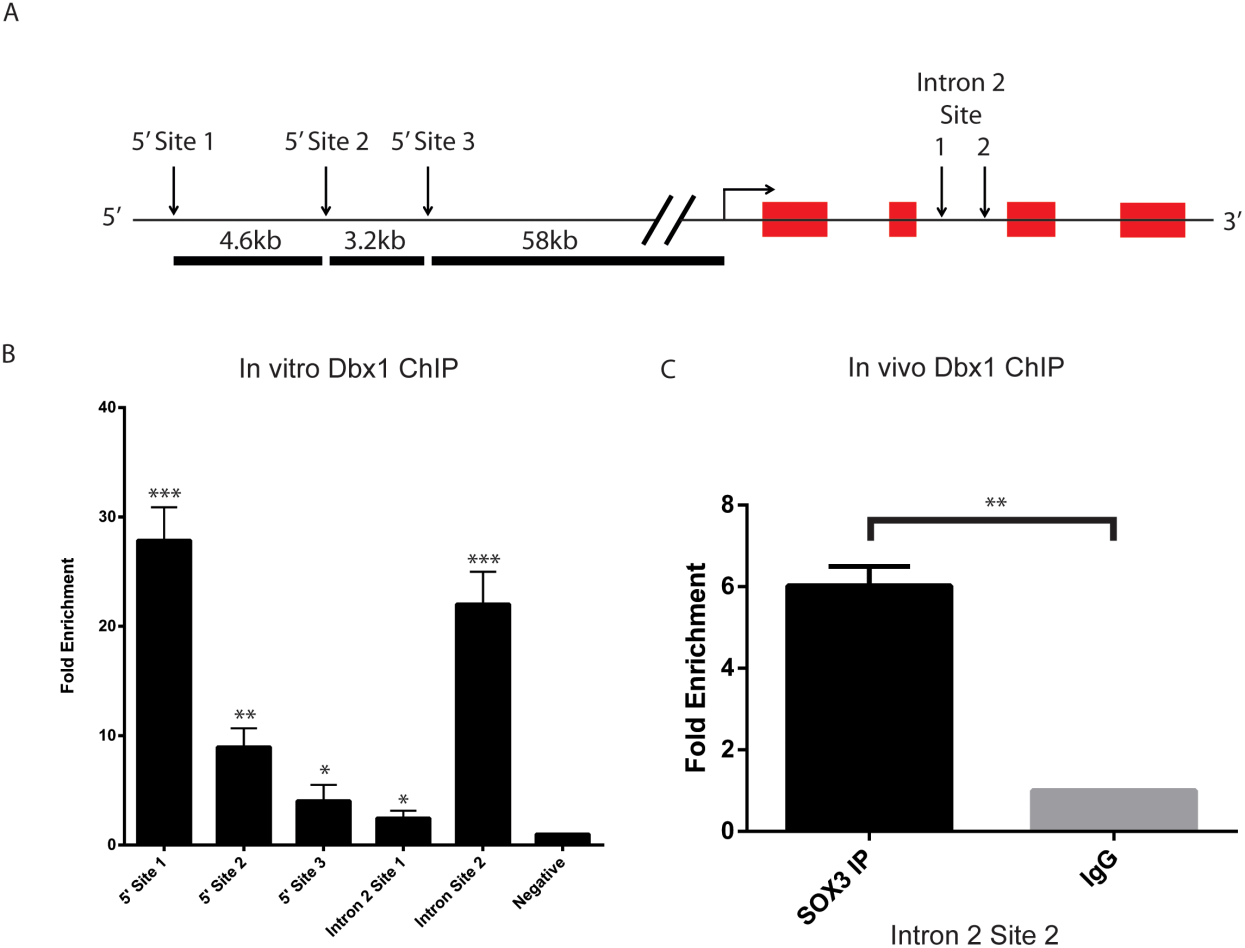
SOX3 binding sites surrounding *Dbx1*. A: Schematic diagram of previously published SOX3 binding sites (not to scale). B: *In vitro* ChIP validation of the five surrounding SOX3 binding sites (n = 3). C: *In vivo* ChIP validation of SOX3 binding to intronic site 2 in 10.5 dpc dissected heads (n = 3). All ChIP enrichment is relative to input and normalised to IgG IP.

## Discussion

Despite the widespread expression of *Sox3* in progenitor cells throughout the neuroaxis, the CNS phenotypes of mice and humans with *Sox3* mutations are relatively mild. It is generally believed that other SOXB1 proteins (SOX1 and SOX2) can function redundantly with SOX3 to “rescue” the SOX3 deficiency. However, the lack of a complete phenotypic rescue suggests that, at least in some NP cells, the *level* of SOXB1 protein may be important for neurodevelopment. Alternatively, each of the SOXB1 factors could bind preferentially to a unique subset of SOXB1 targets. As a result, target gene expression resulting from the loss of a single SOXB1 gene would only be partially rescued by the other two SOXB1 factors. To explore this issue in more detail, we attempted to identify genes that were sensitive to the loss of SOX3 in NP cells. To do this we used a previously targeted *Sox3* null ES cell line in which the single SOX3 exon was replaced with GFP [17]. N2B27-induced generation of conditionally targeted and *Sox3* null NP cells resulted in rapid upregulation of *Sox3/GFP* at the mRNA and protein level. The NP markers *Sox1* and *Pax6* were also rapidly induced and showed comparable kinetics in the control and mutant cultures. In addition, expression of *Sox2* was comparable between the two populations. 

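Most transcripts differed little between *Sox3* null and control progenitors. Of the 23410 transcript clusters, 94.2% had a log2 fold change within 0.2 of 0, and the SD of all log2 fold changes was 0.109. A change of 2-fold or more was fitted for 3 transcript clusters, those of *Sox3*, *Dbx1* and *Cp*. Genotype took a median of 8.37% of a transcript cluster's sum of squares, batch took 22.3%, and 54.7% was left. Summed over transcript clusters, genotype took 16.36%, batch took 46.95%, and 36.7% was left. Noise alone also gives each term a share above 0. That level was not computed here, so the median share does not show an effect of genotype on the typical transcript. At an unadjusted p under 0.05 there were 3068 transcript clusters, 13.1% of those tested. The median log2 fold change of the genes of each chromosome lay between -0.03 for chromosome 11 and 0.03 for chromosome Y, by the gene assignments of GRCm38.p6. Chromosomes 7 and 11 had medians below those of all 10000 random gene lists of matched signal, at -0.01 and -0.03, and chromosomes 1, 3 and 14 had medians at the top of theirs, at 0.03, 0.01 and 0.01. Over transcript clusters above the median signal, set against 1000 random lists, the medians ran from -0.03 for chromosome 11 to 0.06 for chromosome 1. Chromosomes 7, 11 and 17 lay below all of their random lists there, with 0.01 for chromosomes 7 and 17, and chromosomes 1, 6, 9 and 14 lay at the top of theirs. Random lists treat genes as independent, while all genes were read on the same 8 arrays. A rank among such lists therefore does not measure the uncertainty between replicates or lines.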

Notably, no overt defects in the morphology or global gene expression (see below) were identified in *Sox3* null NP cells. This is likely due to the expression of *Sox1* and *Sox2* in N2B27-induced NP cells and is consistent with the mild CNS phenotype of *Sox3* null embryos.

To maximise the likelihood of identifying genes that are directly regulated by SOX3, we performed gene expression profiling at Day 4, the earliest time point at which high levels of *Sox3* were expressed in the majority of NP cells. 

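The 23410 transcript clusters with a gene symbol stood for 19938 distinct symbols among those that carry 1 symbol. In a plain linear model with genotype and batch and with each gene's own variance, 22 transcript clusters passed both thresholds, 16 higher and 6 lower in *Sox3* null cells. The methods name an ANOVA with batch as a factor, and how it estimates the variance is not stated. All 22 were also called by limma, and 9 of them belong to Table 1, including *Sox3* (adjusted p = 0.0323), *Dbx1* (0.0263), *Ddr2* (0.0244) and *Efnb3* (0.0224). *Slit1* (adjusted p = 0.0501), *Cp* (0.0567) and *Fezf2* (0.0769) missed the threshold in this model. All 19 genes of Table 1 had an unadjusted p under 0.05 in it.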

Of over 24,000 genes assayed by microarray, only 19 had significantly different expression levels >1.4-fold at Day 4. Expression differences (when tested by qRT-PCR) were validated on independent samples for a majority of the targets, thereby confirming the authenticity of the microarray data. However, not all differentially expressed genes validated on independent samples (*Tmem163, Ednrb, and Slc44a5,* data not shown). The relatively small number of differentially expressed genes is interesting to consider in the context of a recently-published ChIP-seq analysis of a similar NP cell type, which showed that SOX3 binds at thousands of genomic sites, many of which are likely to have regulatory functions [4]. Preliminary ChIP-seq analysis from our laboratory also indicates that SOX3 binds many of these sites in Day 4 N2B27-induced NP cells (D.M. and P.T. unpublished data). The most parsimonious explanation for the small number of differentially expressed genes is that SOX1 and/or SOX2 (both of which are expressed by Day 4 NP cells) can bind and functionally compensate for loss of SOX3. Consistent with this hypothesis, almost all SOX2 binding sites in NPs also bind SOX3 [4]. However, while SOXB1 redundancy provides an explanation for the unaltered expression of most genes associated with SOX3 binding sites, it also suggests that differentially expressed genes cannot be fully compensated by SOX1 and SOX2. Given the HMG domain of SOXB1 proteins is not identical, it is possible that they have subtly different preferences for sequence-specific binding in vivo, as has been suggested by in vitro DNA binding experiments [18]. In addition, amino acid differences within the HMG box (or outside of it) may influence interactions with DNA binding partners such as the POU-class transcription factors [19], [20]. Regardless of the mechanism, it is important to note that the differentially expressed genes are highly enriched for SOX3 binding sites (over randomly selected genes without significantly different expression levels), supporting the idea that they represent direct SOX3 targets. 

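Rises outnumbered falls among all genes that passed the test. At any fold change, 270 transcript clusters were higher in *Sox3* null cells and 92 were lower at an adjusted p of 0.05 or less from limma. Of the called transcript clusters, 74.3% were higher. In batch 1 alone, 8 transcript clusters were called higher and 10 lower, and without control replicate 1 the number at any fold change was 182 in place of 362. *Ddr2* had a log2 signal of 7.02 ± 0.0625 (SD, n = 4) in control cells and 7.83 ± 0.0589 (SD, n = 4) in null cells. *Cp* had 8.75 ± 0.470 (SD, n = 4) and 9.79 ± 0.248 (SD, n = 4), with the larger part of the spread between the batches. SOX3 binding at these genes was not analysed here.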

As a number of these putative direct target genes are upregulated, it appears that that SOX3 could function as a repressor in NP cells [21] in addition to its more established role as an activator [2].

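Of 19 measured axon guidance genes, listed before the data were examined, 4 rose in *Sox3* null cells, none fell and 15 did not pass (7 higher when adjusted over the list alone). The risen genes were *Slit1* and *Efnb3*, which the study chose on these arrays, with *Slit2* (log2 fold change 0.56, adjusted p = 0.00834 from limma), a paralog of *Slit1*, and *Dcc* (0.58, adjusted p = 0.00834), a netrin receptor gene. The list as a whole was higher with camera (adjusted p = 0.00463) but not with an estimated correlation (adjusted p = 0.405), and its median was 0.01. Without *Slit1* and *Efnb3*, a test chosen after the result was seen, it did not pass (adjusted p = 0.174). Of 12 genes of neural crest and surface ectoderm, 3 rose, which were *Tfap2b*, the ETS factor gene *Ets1* (0.49) and *Twist1* (0.49), a factor of mesenchyme and crest, and none fell (4 higher and 2 lower when adjusted over the list alone). The list did not pass camera (adjusted p = 0.154, and 0.405 with an estimated correlation). Of 13 Notch pathway genes only *Nrarp*, a feedback inhibitor of Notch, rose (0.39, adjusted p = 0.0313), and of 12 astroglial and radial glial genes only *Tnc*, which encodes the matrix protein tenascin C, rose (0.45, adjusted p = 0.0232). When adjusted over the list alone, 1 Notch gene was higher and 1 lower, and 2 glial genes were higher and 1 lower. Neither list passed camera (adjusted p = 0.646 and 0.705). *Nrarp* and *Tnc* had an adjusted p above 0.05 in 5 and 6 of the 8 fits that left out 1 array (up to 0.107 and 0.0954). The axon guidance list did not pass without *Sox3* null replicate 4 (adjusted p = 0.0837, median -0.01) or without transcript clusters below the median signal (0.0695), and the neural crest list passed camera at the preset correlation in batch 2 alone (0.00363) and without *Sox3* null replicate 2 (0.0490).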

Interestingly, many of the genes identified by the microarray analysis have established roles in neurodevelopment. For example, *Cspg5* has been associated with intellectual disability disorders [22], and ectopic *Slit1* expression has been published in mice with abnormal corpus callosum development [23]. Intellectual disability is present in a subset of individuals with *SOX3* mutations [7], while *Sox3* null mice have abnormal corpus callosum development [5], thereby providing a link between these putative targets and processes with a functional requirement for SOX3.

Another putative SOX3 target was the downregulated transcription factor gene *Fezf2. 

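*Fezf2*, a zinc finger transcription factor of the forebrain, was lower in *Sox3* null cells, at a log2 signal of 7.76 ± 0.490 (SD, n = 4) against 8.40 ± 0.482 (SD, n = 4) in control cells. Much of that spread lay between batches, and within them the log2 fold change was -0.65 in batch 1 and -0.63 in batch 2. Over both it was -0.64 (standard error 0.07, adjusted p = 9.48e-04 from limma), a fall of 1.56-fold. *Otx2*, a homeobox gene of forebrain and midbrain, also fell, with a log2 fold change of -0.47 (standard error 0.08, adjusted p = 0.0113). These were the 2 members that fell of 11 measured forebrain factors, of which the study chose *Fezf2* on these arrays, and none rose (3 lower and 1 higher when adjusted over the list alone). *Fezf1*, the paralog of *Fezf2*, had -0.29 (adjusted p = 0.0847). The list was lower with camera (adjusted p = 0.0269) but not with an estimated correlation (adjusted p = 0.405), and its median was -0.01. Without *Fezf2*, a test chosen after the result was seen, it did not pass (adjusted p = 0.20). *Sox4* had a log2 fold change of 0.02 (95% interval -0.09 to 0.12) and *Sox11* 0.05 (95% interval -0.06 to 0.17). The sign of *Sox4* turned in batch 2 alone, without *Sox3* null replicate 1 and under repeated quantile normalization. That of *Sox11* turned in batch 2 alone. None of the 12 Sox genes outside the SoxB1 group on the list of other Sox genes passed, and their median was 0.02 (camera adjusted p = 0.70, and none when adjusted over the list alone). *Otx2* missed the threshold without control replicate 1 (adjusted p = 0.0518). The list also did not pass without *Sox3* null replicate 4 (adjusted p = 0.197), control replicate 1 (0.0528) or control replicate 3 (0.0717), without the batch term (0.175), in batch 1 alone (0.0674) and after another quantile normalization (0.170), where its median was 0.01.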

Fezf2* has been shown to be important for the early development of the posterior hypothalamus/thalamus in zebrafish and mouse [24], [25]. *Fezf2* expression has been previously published to be downstream of the SOXC group genes *Sox4* and *Sox11*, double deletion of which leads to a loss of *Fezf2* expression. Regulation of *Fezf2* by SOX4/11 gene is mediated by a *cis* acting enhancer binding site which, interestingly, was also identified as a SOX3 binding site in NP cells by ChIP-seq and independently within our lab (data not shown; [4], [26]). These data suggest that, in addition to acting as a pioneer factor [4], *Sox3* may directly regulate *Fezf2* expression in NP cells.

### *Dbx1* is a Direct SOX3 Target In vivo

To investigate whether NP targets were dysregulated in vivo, we compared their expression by qRT-PCR using whole 9.5 dpc embryos. Of the seven putative targets analysed (Fig. 3C, data not shown), only one (*Dbx1*) had significantly different expression that matched the genome-wide expression profiling analysis. The lack of *in vivo* validation for other targets may reflect a phenotypic or stage-specific difference in the NP cells induced by N2B27 differentiation compared with their 9.5 dpc embryonic counterparts. Consistent with this idea, expression analysis of *Sox3* targets in Day 6 NP cells revealed that many genes no longer had significantly different expression levels or had greatly reduced expression fold changes (Fig. S1). *Dbx1* expression, however, was reduced in whole 9.5 dpc embryos lacking *Sox3*. In addition, DBX1+ cells were not detected in the spinal cord of *Sox3* null embryos at 9.5 dpc and were massively reduced in Day 4 null NP cells. Further, SOX3 bound to evolutionarily conserved elements at the *Dbx1* locus in cultured NP cell and embryos. Together these data indicate that *Dbx1* is directly activated by SOX3 in NP cells.

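In the Day 4 cultures, *Dbx1*, a homeobox gene of intermediate neural tube progenitors, had the smallest p of all tested transcript clusters. Its log2 signal was 9.98 ± 0.239 (SD, n = 4) in *Sox3* null cells and 11.1 ± 0.116 (SD, n = 4) in control cells. The log2 fold change was -1.15 (standard error 0.06, adjusted p = 3.83e-05 from limma), a fall of 2.21-fold, with -1.05 in batch 1 and -1.24 in batch 2. The null arrays read 10.3, 10.1, 9.75 and 9.82, and the control arrays 11.3, 11.2, 11.1 and 11.0. Of 19 measured dorsoventral patterning factors of the neural tube, *Dbx1*, which the study chose on these arrays, was the one that fell. The dorsal paired box genes *Pax7* (log2 fold change 0.35, adjusted p = 0.00868) and *Pax3* (0.29, adjusted p = 0.0266) rose, and 16 did not pass (3 higher and 1 lower when adjusted over the list alone). *Olig2*, a factor of motor neuron progenitors, had 0.19 (adjusted p = 0.152). The list did not pass camera (adjusted p = 0.70), nor without *Dbx1*, a test chosen afterwards (0.20). *Pax3* had an adjusted p above 0.05 in 7 of the 8 fits that left out 1 array (up to 0.113). Binding of SOX3 at *Dbx1* and the embryos were not analysed here.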

*Dbx1* encodes a homeoprotein that is transiently expressed in Vo interneuron precursors and required for Vo interneuron differentiation [27]. The lack of DBX1 expression in the spinal cord of *Sox3* null embryos is the first clear evidence that there is a phenotype within the developing spinal cord of *Sox3* null mice and raises the possibility that generation of Vo interneurons is abnormal in *Sox3* mutants [5]. The significantly reduced DBX1 expression in *Sox3* null spinal cord NPs also provides some molecular insights into SOXB1 functional redundancy. Given that the spinal cord NPs have virtually identical SOXB1 expression [2], [14], it appears that SOX1 and SOX2 are unable to substitute for SOX3 in the context of *Dbx1* regulation. As discussed above, this might reflect preferential binding of SOX3 at the *Dbx1* locus. Alternatively, *Dbx1* expression could be sensitive to the overall dosage of SOXB1 protein. At least two experimental approaches could be used to test these possibilities. Firstly, it would be interesting to examine *Dbx1* expression in *Sox1* and *Sox2* single gene KO NP cells ie. under conditions where the overall SOXB1 dosage is lower but SOX3 is present. Secondly, a targeted gene replacement strategy (eg. replacing *Sox3* with *Sox2*) could be used to generate NP cells that have an equivalent SOXB1 dosage but which lack SOX3. In addition to the spinal cord, we identified a reduction in *Dbx1* expression in the head of 10.5 dpc *Sox3* null embryos. However, we were unable to determine whether this reflected a lack of *Dbx1* expression in a specific region or general reduction in the *Dbx1* expression level (data not shown).

A recent report by Oosterveen et al also indicated that *Dbx1* is a direct target of Sox3 [28]. However, the SOX3 binding sites reported by Oosterveen et al are contained within a putative cis-regulatory module (CRM) that does not overlap with the SOX3 binding sites identified in this study. The Oosterveen et al data raises the possibility that (the lack of) SOX3 binding at the CRM sites may contribute to the reduction of *Dbx1* expression in *Sox3* null NPs. The data also suggest that the regulation of *Dbx1* by SOX3 is complex and subtle differences between early or later expression or spinal cord/brain expression might be regulated any number of these sites. Further studies are needed to address this issue. Given the increasing ease with which the genome can be manipulated [29], it would be interesting to perform systematic mutagenesis of all known SOXB1 sites at the *Dbx1* locus and assess their impact on *Dbx1* expression *in vitro* and *in vivo*.

## Supporting Information

Figure S1 **Expression of putative Sox3 targets at day 6 of neural progenitor differentiation.** A: Putative targets *Dbx1* and *Slit1* relative gene expression levels by qRT-PCR at day 6 of N2B27 differentiation, (n = 3 normalised to day 4). B: Putative targets *Cp, Fezf2* and *Efnb3* showing reduced and/or insignificant fold change at day 6 of N2B27 differentiation (n = 3, normalised to day 4). RQ: relative quantification normalised to β-actin.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

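Gene expression was measured in neural progenitors at Day 4 of N2B27 differentiation, in 4 cultures of *Sox3* null ES cells and 4 cultures of a control line that carries a conditional *Sox3* allele, which the methods call wild type. Each genotype had 2 cultures in each of 2 differentiation batches, and each culture its own Affymetrix mouse gene array. The paper calls the samples biological replicates. The values are log2 signals per transcript cluster, which the authors normalized and summarised before they were deposited. The submitters' processing notes name Partek, and the normalization, the summary method and the genome build are not given in the sources used here. Gene names came from the platform annotation, updated through the gene table of GRCm38.p6, which was also used for gene order and chromosome but for no coordinates. Of 35556 rows, 21789 had 1 symbol, 1621 had several and 12146 were unnamed here. No column of another sample was left out.
The 23410 named transcript clusters were fitted with limma 3.58.1 in R 4.3.3, with terms for genotype and batch and moderated variances, and p-values were adjusted by the method of Benjamini and Hochberg. All adjusted p-values in the text are limma's unless the plain linear model is named, which has the same terms and each gene's own variance. The methods name an ANOVA with batch as a factor, but not how the variance is estimated or whether an interaction was fitted. A transcript cluster was called at an adjusted p of 0.05 or less and a fold change of 1.4 or more. The number of arrays limits the precision, and the median within-group SD after batch was 0.0869 on the log2 scale. The effect was also fitted within each batch and with a genotype by batch term.
The design, the 17 gene lists, the alternatives and the rule for named genes were fixed before the data were examined. The rule names the genes of Table 1, whose values in the paper had been seen, the other genes the paper names, the 5 largest rises and 5 largest falls among called genes outside Table 1 whose arrays were separated by genotype in both batches, and up to 4 genes of each list with the smallest p. *Lhx2*, *Cdr1os*, *Zim1*, *Dlk1*, *Col3a1*, *Col1a2* and the transcript clusters shared by *Mirg* and *Mir410* and by *Snurf* and *Snrpn* fall outside it and were chosen after their values were seen. Where several transcript clusters carry a symbol, the brightest stands for the gene, and a transcript cluster with several symbols is neither ranked nor a list member. The lists cover neural progenitor markers, neuronal differentiation, pluripotency, mesoderm and endoderm, cell cycle, astroglia and radial glia, dorsoventral patterning, forebrain factors, midbrain, hindbrain and spinal cord factors, neural crest and surface ectoderm, fibroblasts, the Notch pathway, the FGF pathway, axon guidance, other Sox genes, imprinted genes and Y-linked genes. They were tested with limma's camera at a preset correlation of 0.01, then with an estimated correlation, and with fry. Of the 17 lists, 8 passed camera, 1 passed with an estimated correlation (the neural progenitor markers) and 2 passed fry (the neural progenitor markers and the Y-linked genes). Chromosome medians were set against 10000 random lists of matched signal.
The steps were tested on simulated arrays of the same design over 23410 transcript clusters. Of 100 transcript clusters changed by 0.5 on the log2 scale, 97% were recovered at an adjusted p of 0.05 or less. Of 100 changed by 1 all were, and 5.70% of those that passed were unchanged. The fold threshold was not applied to these shares, so they do not give the share that would be called. The alternatives were other sets of rows, filters on dim transcript clusters, other treatments of batch and of the replicate number, the plain linear model, other variance estimates, renormalization, array weights, averaging of transcript clusters of a gene, a slightly wider threshold, each batch alone and leaving out each array. The qRT-PCR, immunostaining, chromatin immunoprecipitation and embryo measurements were not analysed here.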

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

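The tests of the gene lists against batch and scaling, the share of the *Dlk1-Dio3* region below 0, and the look at imprinted genes that share a transcript cluster were chosen after the results were seen.
Outside Table 1, which the paper discusses, 85 transcript clusters passed both thresholds. Among the splits of the 8 arrays into 4 and 4, 1 of 34, the real one, gave 101 called transcript clusters, and the highest of the others gave 6. At any fold change 1 of 34 splits gave 362, against at most 6. For the lists that passed camera 1 of 34 gave 8, against at most 6, so that other splits come near this number. Only 18 of the splits, the real one included, place 2 arrays of each batch on either side, which is too few for a share under 0.05 among them, and the split that follows batch could not be fitted with the batch term.
The median log2 fold change was 0.14 for the neural progenitor markers, of which the paper measured *Sox1*, *Sox2* and *Pax6* by qRT-PCR, 0.20 for the neuronal differentiation genes and -0.10 for the pluripotency genes. Of the 47 members of these 3 lists, 39 lay on that side of 0 and 8 passed (3, 4 and 1), and with an estimated correlation only the progenitor list passed. A single batch is argued against for the progenitor and neuronal lists, since the smaller within-batch median was 0.173 and 0.155, but cannot be told apart for the pluripotency list, whose smaller within-batch fall was 0.0294 (turned to its direction), within the bounds of 0 and 0.05. Over all 3 lists the smaller within-batch median was 0.140. The median of the 3 lists over both batches was 0.135 before and at least 0.131 after quantile normalization or centring. This decides little on array scaling, because the array medians already lay between 7.63 and 7.70. A shift shared by all genes also partly cancels over lists turned in opposite directions. An effect of *Sox3* and one of the line are not separated by 1 line per genotype.
Non-coding RNAs of the imprinted *Dlk1-Dio3* region, looked at after *Mir127*, *Meg3* and *Rian* were seen among the called genes, were lower in *Sox3* null cells, with a median of -0.26 over 48 transcript clusters, 46 of them below 0, 14 past an adjusted p of 0.05 and 10 called (36 lie below the median signal, and the 12 brighter ones had a median of -0.45), while *Dlk1* itself had 0.17 (adjusted p = 0.205, and higher when adjusted over the list alone). Loss of a chromosomal segment that reaches past the region is argued against by the 20 brighter genes beside it, whose median was 0.0265 (SD 0.0802). These genes lie outside the region, so they cannot decide on a loss confined to it. A change of most imprinted genes is argued against by the 11 outside the region, of which 0 (0%) passed in limma. However, a transcript cluster shared by *Snurf* and *Snrpn* fell (-0.42, adjusted p = 0.0148, with -0.60 in batch 1 and -0.24 in batch 2). *Cdkn1c* (0.28), *Peg3* (0.25) and *Zim1* (0.22) were higher when adjusted over the list alone. For a single batch, the smaller fall of the within-batch medians was -0.234, which did not reach the bound of -0.3 set before it was computed, and a share chosen afterwards was 91.7% of the transcript clusters below 0 in the batch with fewer. A change at this region in 1 of the ES cell lines, apart from *Sox3*, could give this pattern and was not tested. *Meg3* lost its call without control replicate 1 (adjusted p = 0.0508) and *Rian* in 7 of the 8 fits that left out 1 array (up to 0.129).
A single array lay far from the other 3 of its group for 5 of the 196 groups of named genes examined, where chance gives about 1 in 20, a rate that leaves the 2 batches within each group out of account. The gap divided by the range was 0.968 for *Tagln3* in control replicate 4 (9.21 against 9.02 to 9.03), 0.888 for *Sox1* in control replicate 3 (10.97 against 11.41 to 11.47), 0.837 for *Nanog* in control replicate 4 (10.47 against 10.70 to 10.74), 0.918 for *Emx2* in *Sox3* null replicate 1 (6.45 against 6.63 to 6.65) and 0.890 for *Hoxb3* in control replicate 4 (8.95 against 8.70 to 8.72). The Y-linked genes *Uty* and *Eif2s3y* were higher in *Sox3* null cells, with log2 fold changes of 0.46 and 0.50.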

How the results depend on the processing

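The plain linear model over all rows and the tests of lists without genes of Table 1 were chosen after the results were seen. The number called was 101 (75 higher, 26 lower, 16 of Table 1, 362 at any fold change), and it fell most under the settings listed next. It was 62 (47 higher, 15 lower, 93 at any fold) over all rows, 58 (41, 17 and 125) with batch as a random block, 29 (22, 7 and 37, with 9 of Table 1) without the batch term, 22 (16, 6 and 47, with 9) in the plain linear model, 13 (9, 4 and 26, with 6) in that model over all rows, 18 (8, 10 and 18, with 5) in batch 1 alone and 23 (16, 7 and 23, with 5) in batch 2 alone. Within 1 batch there are fewer samples, and for the other settings the cause was not tested. Leaving out 1 array gave 85 to 126 called, 62 to 97 higher, 21 to 29 lower and 12 to 16 of Table 1, and 182 to 321 at any fold, with 204 without *Sox3* null replicate 1 and 182, 237 and 228 without control replicates 1, 2 and 3. The replicate number as a block gave 103 called. The numbers mark no shared culture within a batch, and deviations of arrays with the same number had a correlation of -0.32 in batch 1 and 0.30 in batch 2. Of the genes near *Sox3*, 1 passed in the plain linear model. With an estimated correlation, the medians 0.20 (neuronal), -0.10 (pluripotency), -0.13 (mesoderm and endoderm), -0.11 (FGF), 0.15 (Y-linked), 0.0135 (axon guidance) and -0.0145 (forebrain) no longer passed. Without genes of Table 1, the axon guidance (0.00664) and forebrain (-0.0125) lists did not pass. The mesoderm and endoderm list passed in each fit without 1 array, with medians of -0.132 to -0.0604. In batch 2 alone, the FGF (-0.0509), mesoderm and endoderm (-0.0698) and pluripotency (-0.0294) lists did not pass and the neural crest list did (0.0921). The FGF list did not pass without the batch term (-0.11) and had medians of -0.13 to -0.0985 without 1 array. The forebrain list did not pass in batch 1 alone (-0.0538), without the batch term (-0.0145) or after another quantile normalization (0.0141), and ran from -0.0693 to 0.0143 without 1 array. The axon guidance list did not pass without transcript clusters below the median signal (0.0159) and ran from -0.00522 to 0.0918 without 1 array, and the neural crest list from -0.0214 to 0.0281. *Sox2* (0.21) passed with an intensity trend and without transcript clusters below the median signal. The sign turned for genes that did not pass: *Actb* in batch 1 (0.0076), after quantile normalization (0.00648) and without 1 array (-0.0147 to 0.0045), *Sox4* in batch 2 (-0.00259), after quantile normalization (-0.0115) and without 1 array (-0.000317 to 0.0372), and in batch 2 *Eomes* (0.0744), *Sox11* (-0.00225), *Sox15* (0.0248) and *Sox5* (-0.0189). Of 2397 values of named genes under alternatives, 2066 kept direction and side of the threshold, 288 no longer passed, 33 newly passed and 10 turned. For Table 1 genes, 418 of 471 were kept, 53 no longer passed and 0 turned. List tests were not run for the plain linear model, the robust variances and the random block. Signal over background per array was not analysed here.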

Differences from the paper's values

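The plain linear model over all rows was chosen after the counts were seen. The paper reports 19 genes with altered expression, and 101 transcript clusters were called here at the same thresholds. The plain linear model with genotype and batch (22), batch 1 alone (18) and batch 2 alone (23) lie within 1.5 times of the paper's number, and the other alternatives set before the data were examined do not. The paper reports 15 upregulated genes against 75 here, approached by the model without the batch term (22), the plain linear model (16) and batch 2 alone (16), and 4 downregulated genes against 26 here, approached by the plain linear model (6). The plain linear model over all rows, chosen after seeing the values, gave 13, 9 and 4, and it drops 13 of the 19 genes of Table 1.
For 10 of the 19 genes of Table 1, the signed fold change differed from the paper's by more than the replicate SD, and all 19 had the paper's direction. The paper's fold for *Sox3* is -4.10, against -2.48 here, and no alternative came within the replicate SD of it. The same holds for *Cspg5* (the paper's 1.49, here 1.34), *Ctgf* (1.45, here 1.34), *Ednrb* (1.53, here 1.42), *Efnb3* (1.59, here 1.40), *Fam174b* (1.64, here 1.48) and *Slit1* (1.87, here 1.64). For *Ddr2* (the paper's 1.83, here 1.75), 7 alternatives reached it, which were another quantile normalization, array weights, batch 1 alone and leaving out control replicate 1, control replicate 3, *Sox3* null replicate 2 or *Sox3* null replicate 4. For *Fgfr3* (the paper's 1.65, here 1.53) these were batch 2 alone and leaving out control replicate 1 or *Sox3* null replicate 1, and for *Tagln3* (the paper's 1.54, here 1.44) leaving out control replicate 4. The paper's fold was the larger in size for 17 of the 19 genes. *Cspg5*, *Ctgf* and *1200009O22Rik* are listed by the paper above its fold threshold and reached 1.34, 1.34 and 1.35 here, and no setting run called them.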

Other observations

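The tests of *Acta2* and *Prrx1* within each batch, and the test of the collagen genes, were chosen after the results were seen. None of 14 measured genes of the FGF pathway passed in *Sox3* null cells, with a median log2 fold change of -0.11, and 1 was higher and 7 were lower when adjusted over the list alone. The higher one was *Spry1*, a feedback inhibitor of the pathway (0.23, adjusted p = 0.0584 from limma), and among the lower were the ligand genes *Fgf5* (-0.34, adjusted p = 0.118) and *Fgf15* (-0.29, adjusted p = 0.102). *Fgfr3*, an FGF receptor gene of Table 1 that is not on the list, rose (0.62, adjusted p = 9.86e-04). The list was lower with camera (adjusted p = 0.0269) but not with an estimated correlation (adjusted p = 0.405), nor without *Sox3* null replicate 2 (0.0804), *Sox3* null replicate 3 (0.0626) or control replicate 1 (0.0570). Under some alternatives *Fgf5* (lowest adjusted p = 0.018), *Il17rd* (0.0223) and *Spry1* (0.032) passed. None of 14 measured midbrain, hindbrain and spinal cord factors passed in limma, 4 were higher and 3 lower when adjusted over the list alone, and the median was 0.01 (camera adjusted p = 0.705). *Hoxb3*, a gene of hindbrain and spinal cord, had 0.28 (adjusted p = 0.057) and *Gbx2*, a gene of the anterior hindbrain, had -0.23 (adjusted p = 0.0719). Under some alternatives, among them leaving out control replicate 4 for *Hoxb3* (adjusted p = 0.0397), *Hoxb3* (lowest 0.0353), *Gbx2* (0.0348) and *Pax2* (0.0364) passed.
Of 14 imprinted genes, 2 fell and none rose (4 higher and 2 lower when adjusted over the list alone). These were the non-coding RNA genes *Meg3* (-0.58, adjusted p = 0.0114 from limma) and *Rian* (-0.54, adjusted p = 0.0399), both of the *Dlk1-Dio3* region, where *Dlk1* had 0.17 (adjusted p = 0.205), and the list did not pass camera (adjusted p = 0.70). Of 5 measured Y-linked genes, 2 rose (2 when adjusted over the list alone), which were *Uty*, a paralog of a histone demethylase gene (adjusted p = 0.00221), and *Eif2s3y*, a translation initiation factor gene (adjusted p = 0.00527). Their control means were 8.71 and 9.36. The other 3 were dim, at 4.77 (*Zfy1*), 4.62 (*Usp9y*) and 5.03 (*Kdm5d*). These lay below the lower quartile of every array, 5.78 or more, so a change of them could be missed. Here too, an effect of *Sox3* and one of the line are not separated. The list passed camera (adjusted p = 0.00507) and fry (adjusted p = 0.0234) but not camera with an estimated correlation (adjusted p = 0.280).
Of 19 measured fibroblast genes, 2 rose, which were the actin gene *Acta2* (0.61, adjusted p = 0.00292 from limma) and the homeobox gene *Prrx1* (0.29, adjusted p = 0.0397), and *Thy1*, a surface antigen gene, fell (-0.51, adjusted p = 0.00525). When adjusted over the list alone 3 were higher and 3 lower, and the list did not pass camera (adjusted p = 0.188). *Tagln*, a smooth muscle gene, had 0.53 (adjusted p = 0.0741), with 0.19 in batch 1 and 0.88 in batch 2. The median of the list, 0.0434, met the bound set beforehand but covers members that went both ways (SD 0.25) and decides little. Carry-over of feeder fibroblasts is argued against as the whole cause by the 5 collagen genes of the list, which ran from -0.30 (*Col1a2*) to 0.03 (*Col3a1*), with no 95% interval above 0.153. The methods say that the ES cells were grown with irradiated fibroblasts, and the sample labels that they were grown on plates coated with gelatine. The median of the members that passed, 0.196 in the batch where it was smaller, mixes rises and a fall and decides nothing. A single batch is argued against for *Acta2*, with 0.412 in batch 1 and 0.81 in batch 2, and cannot be told apart for *Prrx1*, with 0.196 and 0.39, where the smaller lies between the bounds of 0.15 and 0.3. *Prrx1* had an adjusted p above 0.05 in 7 of the 8 fits that left out 1 array (up to 0.125).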
